# Transcriptome Analysis of The Inflammatory Responses of Bovine Mammary Epithelial Cells: Exploring Immunomodulatory Target Genes for Bovine Mastitis

**DOI:** 10.3390/pathogens9030200

**Published:** 2020-03-09

**Authors:** Md. Aminul Islam, Michihiro Takagi, Kohtaro Fukuyama, Ryoya Komatsu, Leonardo Albarracin, Tomonori Nochi, Yoshihito Suda, Wakako Ikeda-Ohtsubo, Victor Rutten, Willem van Eden, Julio Villena, Hisashi Aso, Haruki Kitazawa

**Keywords:** bovine mammary epithelial cells, LPS, TLR2, TLR4, transcriptome, inflammation, cyclophilin A

## Abstract

Bovine mastitis is the inflammatory reaction of the mammary gland and is commonly caused by bacterial infections in high-yielding dairy cows. The detailed investigation of the immunotranscriptomic response of bovine mammary epithelial (BME) cells to pattern recognition receptors (PRRs) activation by microbial-associated molecular patterns (MAMPs) can be of great importance for understanding the innate immune defense mechanisms, and for exploring the immunomodulatory candidate genes. In this work, we investigated the transcriptome modifications of BME cells after the in vitro stimulation with *Escherichia coli* derived lipopolysaccharide (LPS) and heat-killed *Staphylococcus aureus* JE2 and *S. aureus* SA003. In addition, the effect of Pam3CSK4 (a synthetic triacylated lipopeptide that activates Toll-like receptor 2 (TLR2)), and the intracellular chemotactic protein cyclophilin A (CyPA), which is secreted by BME cells during mastitis, in the expression changes of selected cytokines and chemokines were evaluated by qPCR. Microarray analysis identified 447, 465 and 520 differentially expressed genes (DEGs) in the BME cells after LPS, *S. aureus* JE2 and *S. aureus* SA003 stimulation, respectively. A major differential response in the inflammatory gene expression was noticed between the stimulation of LPS and *S. aureus* strains. Unlike the *S. aureus* strains, LPS stimulation resulted in significant upregulation of *CCL2*, *CXCL2*, *CXCL3*, *CXCL8,* *IL1α* and *IL1β,* which were confirmed by qPCR analysis. Pam3CSK4 was not able to induce significant changes in the expression of cytokines and chemokines in challenged BME cells. The exogenous CyPA administration was able to upregulate *CXCL2*, *CXCL3*, *CXCL8, IL1α* and *IL1β* expression in BME cells indicating its ability to promote inflammation. The identification of transcriptional markers of mastitis specific for individual inflammatory factors such as LPS, Pam3CSK4 or CyPA, which can be evaluated in vitro in BME cells, may enable the development of novel diagnostics and/or immunomodulatory treatments, providing new tools for the effective management of mastitis in dairy cows. The results of this work are an advance in this regard.

## 1. Introduction

Bovine mastitis, defined as the inflammation of the mammary gland, is a frequent and contagious infectious disease of high-yielding cows. Alterations in milk composition, reduced milk quality and quantity, and increased costs for treatments, labor and culling account not only for huge economic losses but also create concerns for animal welfare and human health [1,2]. Mastitis is classified as clinical or subclinical based on the appearance of the inflammation of the udder [3]. *Escherichia coli* and *Staphylococcus aureus* are among the most prevalent Gram-negative and Gram-positive bacterial pathogens that cause mammary gland infection in dairy cows [4]. It has reported that *E. coli* infection results in clinical mastitis which is characterized by acute symptoms of inflammation in the milk collecting cistern and the teat by a reduced milk production and an elevated somatic cell count [5]. On the other hand, *S. aureus* is responsible for one-third of cases of clinical and subclinical mastitis in dairy cattle which is characterized by less severe inflammation and is sometimes asymptomatic [3]. The severity of mastitis largely depends on the patterns of interactions between invading pathogens and the bovine mammary epithelial (BME) cells [6]. Accumulated research revealed that Gram-negative bacteria provoke a strong inflammatory response through a vigorous stimulation of cytokine synthesis in the mammary gland, resulting in the activation of the local and systemic inflammatory response [5,7]. On the other hand, it was reported that Gram-positive bacteria elicit a much weaker immune reaction of the udder and generally no strong systemic immune response is detected [8,9]. Therefore, in-depth understanding of the pathogen-specific molecular mechanisms involved in the generation of mammary gland immune responses could be of great importance to explore and select effective control measures of specific pathogen-induced mastitis in dairy cows.

When pathogenic bacteria enter the udder lumen via the teat canal, they interact with BME cells in order to establish colonization. This pathogen-BME cells interaction results in the release of inflammatory mediators and chemo-attractants that recruit and stimulate immune cells which exert their antibacterial activities locally and amplify the inflammatory response [10,11]. Therefore, it is considered that BME cells stand at the frontline in the resistance against bacterial infections in mammary glands. A number of studies have shown that BME cells are able to sense bacteria or bacterial products, and that they react by up-regulating several sets of genes involved in the inflammatory response [12,13,14,15,16,17]. The innate immune response of mammary gland initiates through the recognition of microbes associated molecular patterns (MAMPs) by the patterns recognition receptor (PRRs), such as Toll-like receptors (TLRs) expressed in BME cells. The MAMPs-mediated activation of TLRs results in several downstream cell-signaling events that induce the expression of cytokine and chemokines and trigger inflammatory responses [12,13,14,15,16,17]. Although it has been demonstrated that the recognition of MAMPs by TLRs expressed in BME cells is a key event in the generation of mammary inflammation [12], detailed transcriptomic studies evaluating the response of those cells to TLRs activation has not been widely performed [18,19].

In vivo studies to uncover the mastitis-associated gene expression changes in BME cells of lactating mammary gland require the use of a large number of animals to obtain statistically robust results because these out-bred populations exhibit considerable genetic variation. Though short-term in vitro experiments using the primary cell cultures have some advantages of reflecting the appropriate mitogenic responses, isolation of primary epithelial cells from the mammary gland tissue of lactating cows is relatively difficult as compared to that of prepubertal animals [20]. On the other hand, the use of untransformed cell lines has the advantage over primary cultures in that they are able to replicate over several passages, keeping the same functional characteristics. In this work, we conducted transcriptome profiling of BME cells that were cloned from mammary tissue of a 200-day pregnant Holstein cow [21] after in vitro stimulation with either *E. coli* derived lipopolysaccharide (LPS) or heat-killed *S. aureus* JE2 or *S. aureus* SA003 strains. In addition, we compared the innate immune response triggered by LPS in BME cells with those induced by the stimulation with Pam3CSK4 (a synthetic triacylated lipopeptide that activates toll-like receptor 2 (TLR2)) and cyclophilin A (CyPA), an intracellular chemotaxis protein secreted by BME cells during inflammatory reactions which has being proposed as a marker for the early diagnosis of bovine mastitis [18,22,23,24,25]. The identification of transcriptional markers of mastitis specific for individual inflammatory factors such as LPS, Pam3CSK4 and CyPA, which can be evaluated in vitro in BME cells, may enable the development of novel diagnostics and/or immunomodulatory treatments, providing new tools for the effective management of mastitis in dairy cows.

## 2. Results

### 2.1. Expression Patterns of Toll-like Receptors in BME Cells

We first aimed to evaluate the expression patterns of the members of TLR family in BME cells. The results demonstrated that the ten members of bovine TLR family are expressed in this bovine epithelial cell line (Figure 1). Among the TLR members, TLR1, TLR3, TLR4 and TLR6 were strongly expressed with a copy number greater than 10^3^. 

### 2.2. Differential Gene Expressions in BME Cells after Stimulation with LPS and Heat-killed S. auresus Strains 

A total of 1432 transcripts were differentially expressed in BME cells after stimulation with LPS or *S. aureus* JE2 or *S. aureus* SA003 (Table 1). 

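BME cells are an untransformed epithelial line cloned from mammary tissue of a pregnant cow. LPS is the cell wall lipopolysaccharide of *E. coli*, which activates TLR4, and *S. aureus* JE2 and SA003 are bacterial strains that were given to the cells after killing by heat. RNA was labelled with Cy3 and hybridized to Agilent bovine one-color arrays, with 1 array per condition: unstimulated control, stimulation by LPS, by *S. aureus* JE2 or by the SA003 strain, each harvested after 12 h. In the paper, cells confluent for 5 days were seeded in 12-well plates and received LPS at 1.0 µg/mL or bacteria at 50000000 cells/well. The sample labels give 4 days, 6-well plates, LPS at 0.1 µg/mL and bacteria at 250000 cells/well for the same samples, and the sources used here do not settle which holds.

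The authors deposited the output of Agilent Feature Extraction 12.0.3.1 for each array. Its processed signal is the intensity of a spot on a linear scale after subtraction of the background within the array, without scaling between arrays. Each array holds 43803 non-control spots of 43653 probes, and all 4 arrays lie on 1 slide and share 1 scan. Spots marked as outliers by Feature Extraction were left out, which removed 11 spots on the control array, 8 on the LPS array, 14 on the *S. aureus* JE2 array and 9 on the *S. aureus* SA003 array. As in the methods of the paper, log2 signals were shifted by the 75th percentile of their array, which was a signal of 1477 on the control array, 1394 on the LPS array, 1398 on the *S. aureus* JE2 array and 1414 on the *S. aureus* SA003 array. Spots of 1 probe were averaged. A probe was tested in a comparison when Feature Extraction marked it as well above background on at least 1 of the 2 arrays, and counted as higher or lower at a fold change of at least 1.5. These counts use the signals as read, also where 1 of the 2 spots was not well above background, and the fold change of such a probe is known only as a lower bound. The control array had 71.5% of its probes well above background, the LPS array 70.9%, the *S. aureus* JE2 array 72.8% and the *S. aureus* SA003 array 71.5%. No spot was saturated.

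The precision is limited by the number of arrays. The t-test that the paper names needs replicates, so no p-value was computed, and none of the differences has a replicate check within the array data. The RT-qPCR of the paper has no deposited files and was not used. The only error the design gives is technical. On each array 50 probes are printed at 4 spots, and 40 of them were well above background. The SD of log2 signal among the spots of 1 probe was 0.07 on the control, LPS and *S. aureus* JE2 arrays and 0.08 on the *S. aureus* SA003 array. This gives a log2 ratio between single spots of 2 arrays an SD of 0.10, which holds no variation between cultures, labellings or hybridizations. Among the 10 replicated probes that were not well above background, the SD was 0.35 on the control array and 0.51 on the *S. aureus* JE2 array.

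**Figure D1:**
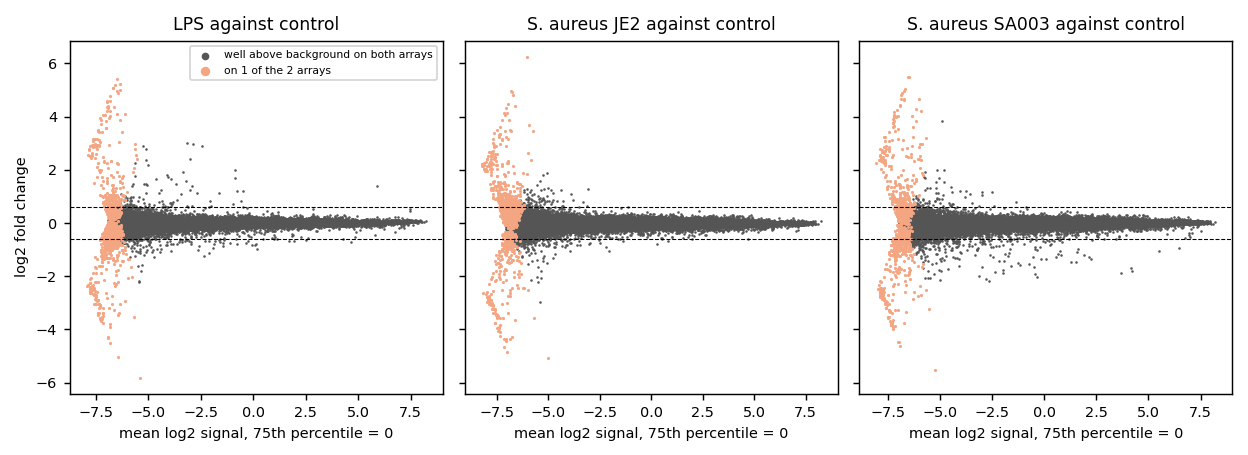
Log2 fold change of every tested probe against its mean log2 signal (75th percentile of the array = 0), for each of the 3 stimuli against the control array. Grey points are probes well above background on both arrays and orange points on 1 of the 2, and the dashed lines mark a fold change of 1.5. The widest spread lies at the lowest signals, where the orange points are.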

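Between the LPS array and the control array 31556 probes were tested, of which 338 were at least 1.5-fold higher and 431 at least 1.5-fold lower after LPS. Of the 338 higher probes, 63.3% started from a control spot that was not well above background, and 124 higher and 141 lower probes were well above background on both arrays. The alternatives that moved the counts furthest went opposite ways. Without the filter on dim probes, 1463 probes were higher and 1390 lower after LPS. A normexp background correction with an offset of 50 in place of the processed signal left 80 higher and 52 lower probes, and the higher ones then made up 60.6% of the calls, against 44.0% with the processed signal. Of the higher probes, 67.5% lay in array rows 95 to 212 and 448 to 495 of 532, which held 31.8% of the tested probes. These 2 areas were set from the positions of the probes listed in Tables S1–S3, all of them increases, so the share of higher probes there follows in part from that choice. Of the lower probes, which were not used to set the areas, 60.1% lay there.

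Among probes well above background on both arrays, the 5 largest increases after LPS belonged to 2 probes of *CXCL8* and to single probes of *CXCL2*, *DCX* and *SLC35G6*. The *DCX* probe (chromosome X of UMD 3.1, 64770843 to 64772880) rose from a signal of 14.3 to 99.5, a log2 fold change of 2.88, and the *SLC35G6* probe (chromosome 19, 27785064 to 27785123) rose from 16.2 to 104, a log2 fold change of 2.77. Of the 5 probes, 3 lay in the 2 areas, these 2 and the *CXCL8* probe with the largest increase. The *DCX* and *SLC35G6* probes started close to the lowest signal that was well above background on the control array, 11.3. The 5 largest decreases were those of *TNFAIP8L1* (log2 fold change -2.20; chromosome 7, 20700091 to 20716605), an expressed sequence tag assigned to *SAA2* (-2.18), the transcript ENSBTAT00000065605 (-1.81; chromosome X, 140173438 to 140174867), *THAP12* (-1.61; chromosome 15, 56544499 to 56544558) and the unnamed sequence NP13359566 (-1.57; chromosome 15, 80409491 to 80409550). The probes of all 5 lay in the same areas. Each was also lower after both *S. aureus* strains. The *TNFAIP8L1* probe had a signal of 73.3 on the control array, 15.0 after LPS, 16.6 after *S. aureus* JE2 and 18.4 after *S. aureus* SA003. Such decreases cannot be told apart from a high signal on the 1 control array.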

LPS stimulation resulted in the differential regulation of 447 transcripts, of which 222 were upregulated and 207 were downregulated. Likewise, *S. aureus* JE2 stimulation as compared to the control showed 465 transcripts, with 227 and 238 transcripts upregulated and downregulated, respectively. Furthermore, *S. aureus* SA003 stimulation as compared to control showed 520 transcripts, with 226 and 294 transcripts upregulated and downregulated, respectively.

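After *S. aureus* JE2, 437 of 32054 tested probes were at least 1.5-fold higher and 449 at least 1.5-fold lower than on the control array. The control spot was not well above background for 78.5% of the higher probes, and 52.9% of the higher probes lay in the 2 areas. When both arrays had to be well above background, 94 higher and 219 lower probes were left, so that 30.0% of the calls were higher, against 49.3% before. With signals under the lowest well-above-background signal raised to it, the share was 37.6%, and with quantile normalization it was 53.9%. The largest increases measured on both arrays were those of 2 probes without a gene name, A_73_P119461 (log2 fold change 1.88; chromosome 28, 8123946 to 8124004) and TC445307 (1.79; chromosome 17, 65597724 to 65597783), followed by ENSBTAT00000016226 (1.59), *TMEM116* (1.42) and ENSBTAT00000036965 (1.32). Of these 5 probes, 4 lay in the 2 areas. The largest decrease was that of *MROH9* (-2.97; chromosome 16, 39420940 to 39420999), and the other 4 were the *SAA2* sequence tag, ENSBTAT00000052685, *TNFAIP8L1* and NP13359566, with log2 fold changes between -2.22 and -2.02. All 5 decreases lay in the 2 areas, and all 5 probes were also lower after LPS and after *S. aureus* SA003.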

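After *S. aureus* SA003, 331 of 31698 tested probes were at least 1.5-fold higher and 638 at least 1.5-fold lower than on the control array. Of the higher probes, 75.2% started from a control spot not well above background and 68.6% lay in the 2 areas. With both arrays well above background, 82 probes were higher and 327 lower, and the share of higher calls was 20.0%, against 34.2% before. It moved the other way, to 41.9% with quantile normalization, 43.2% with the lowess curve and 43.4% without the filter on dim probes. The largest increase measured on both arrays was that of ENSBTAT00000061018 (log2 fold change 3.83; chromosome 4, 7197583 to 7197642), from a control signal of 12.9. It was followed by *ACTL8* (2.01; chromosome 2, 135418638 to 135418697), *SUCO* (1.99), TC488208 (1.92) and *PRSS57* (1.72). The probes of all 5 lay in the 2 areas. The largest decreases were those of *IFIT2* (-2.17; chromosome 26, 11071063 to 11071122), *RSAD2* (-2.16; chromosome 11, 90012605 to 90012649), *IFIT3* (-2.10; chromosome 26, 11089515 to 11089574), ENSBTAT00000065605 (-2.07) and NP13359566 (-2.06). The probes of *IFIT2* and *RSAD2* lay outside the 2 areas. All 5 probes were also lower after LPS and *S. aureus* JE2, that of *IFIT2* by -1.14 and -1.04 and NP13359566 by -1.57 and -2.02. The 3 comparisons with the control summed to 2624 calls, 1106 higher and 1518 lower, on 1802 distinct probes.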

In addition, there were 139 differentially expressed genes shared by LPS, *S. aureus* JE2 and *S. aureus* SA003 stimulations. Among them, 36 were up- and 103 were downregulated genes (Figure 2A,B). 

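Of the probes past a fold change of 1.5 against the control array, 30 were higher and 203 were lower after all 3 stimuli, 233 in total. The 3 comparisons use the same control array, so probes that happen to be high or low there are shared without any effect of a stimulus. As a rough guide to how many, 200 sets of unchanged arrays against 1 control were simulated from the spread between the 3 stimulated arrays. This spread includes any true difference among them, and a probe that stood out on 1 array enters it as a deviation of all 3. The sets do not match the observed counts. Each had at least 402 higher probes for LPS, against 338, and at most 521 lower ones for *S. aureus* SA003, against 638. Numbers of sets are therefore not tail probabilities. These sets shared 64.1 higher probes on average (38 to 86) and 212 lower probes (158 to 252). Of the 203 lower probes, 129 were well above background on the control array alone, and 79.8% lay in the 2 areas. With a stimulated array taken as the reference in place of the control, 172 probes were lower on the other 3 arrays for LPS, 186 for *S. aureus* JE2 and 161 for *S. aureus* SA003, and 13, 25 and 84 probes were higher.

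**Figure D2:**
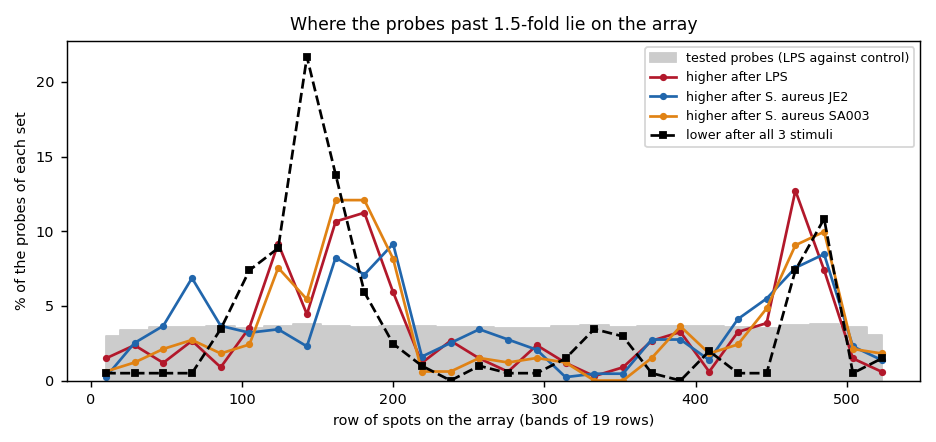
Percentage of the probes of each set in bands of 19 rows of spots, from the first to the last row of the array. Lines show the probes at least 1.5-fold higher after each stimulus and those lower after all 3 stimuli, and the grey bars show the probes tested between the LPS and control arrays. The 3 lines of higher probes lie above the bars from row 153 to 209 and from row 438 to 494. The *S. aureus* JE2 line also rises to 6.86% in rows 58 to 76, and the line of the lower probes is highest in rows 134 to 152.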

A total of 189 differentially expressed genes were common between LPS and *S. aureus* JE2 stimulation, where 60 and 129 were up- and downregulated, respectively. In addition, 100 differentially expressed genes were common between LPS and *S. aureus* SA003. 

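The comparisons for LPS and *S. aureus* JE2 had 305 probes in common, 60 higher and 245 lower than on the control array, while 10 probes went in opposite directions. The simulated unchanged arrays had 107 higher (77 to 134) and 258 lower probes (197 to 292) in common. Of the shared probes, 18 higher and 60 lower ones were well above background on all 4 arrays.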

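LPS and *S. aureus* SA003 had 355 probes in common, 68 higher and 287 lower than on the control array, with 9 probes in opposite directions. In the simulated unchanged arrays 107 higher (81 to 135) and 259 lower probes (200 to 295) were shared, and 5 of the 200 sets shared at least as many lower probes as observed.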

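*S. aureus* JE2 and *S. aureus* SA003 shared 374 probes past a fold change of 1.5, of which 81 were higher and 293 lower than on the control array, and 15 probes went in opposite directions. The simulation without any effect gave 107 shared higher probes (74 to 139) and 258 shared lower probes (201 to 300), with 3 of the 200 sets reaching the observed number of lower probes. Between the 2 *S. aureus* arrays themselves, which do not involve the control, 818 of 32017 tested probes were at least 1.5-fold apart. The LPS array differed at 769 probes from the *S. aureus* JE2 array and at 773 from the *S. aureus* SA003 array.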

A total of 202 genes were shared by *S. aureus* JE2 and *S. aureus* SA003 stimulations, of which 68 were up- and 134 were downregulated genes, respectively (Figure 2A,B). 

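Over the 30418 probes well above background on all 4 arrays, the root mean square log2 difference was 0.146 between LPS and *S. aureus* JE2, 0.149 between the 2 *S. aureus* strains and 0.165 between LPS and *S. aureus* SA003. The control array was 0.150 from LPS, 0.156 from *S. aureus* JE2 and 0.182 from *S. aureus* SA003. For a clustering of the stimuli, the log2 fold changes of the 1799 probes past a fold change of 1.5 after any stimulus and with a value for each were compared. They lay 1.22 apart for LPS and *S. aureus* JE2, 1.24 for the 2 strains and 1.25 for LPS and *S. aureus* SA003. Average linkage merged LPS with *S. aureus* JE2 first, and *S. aureus* SA003 joined them at a height of 1.25. By 1 minus Pearson correlation of the same fold changes the order was another, with 0.508 for LPS and *S. aureus* SA003, 0.510 for the 2 strains and 0.516 for LPS and *S. aureus* JE2. With 1 array per stimulus, differences of this size between the distances have no replicate check, and genes are not replicates.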

Hierarchical clustering of differentially expressed genes (DEGs) indicate that LPS and *S. aureus* stimulation are differently clustered, and the two *S. aureus* strains also differed between them (Figure 2C). The DEGs were distributed into ten distinct clusters (Figure 2C). 

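Tables S1–S3 were held here as 166 entries for LPS, 193 for *S. aureus* JE2 and 184 for *S. aureus* SA003, of the 447, 465 and 520 transcripts the paper reports. All of the held entries are increases, and no overlap or set test was run on them. The 3 largest fold changes of each table come from probes that were not well above background on the control array. For such a probe a lower bound was computed, the signal on the brighter array over the higher of the probe's own signal on the dimmer array and the lowest signal among probes well above background there, both after the 75th percentile shift. After LPS the probe of *TNN* (chromosome 16 of UMD 3.1, 57847606 to 57847665) had a control signal of 2.46 and an LPS signal of 99.2, at least 9.27-fold higher, where the paper's reported fold change is 42.4. *SH3BGR* was at least 9.65-fold higher (the paper's 36.8) and *ADAMTS14* at least 8.16-fold higher (the paper's 35.8). After *S. aureus* JE2 the probe of *CNR2* (chromosome 2, 129633514 to 129633573) was at least 17.1-fold higher (the paper's 76.0). The *CXCR5* probe was at least 6.54-fold higher (the paper's 31.3) and ENSBTAT00000034504 at least 6.64-fold higher (the paper's 30.5). After *S. aureus* SA003 the sequence tag CB539017 (chromosome 22, 49320606 to 49320666) was at least 9.51-fold higher (the paper's 45.5), ENSBTAT00000015890 at least 9.92-fold higher (the paper's 45.0) and *OR56B4* at least 7.32-fold higher (the paper's 32.6). *ADAMTS14* was also well above background after *S. aureus* SA003, at least 3.67-fold above the control, and the other 8 probes were well above background on 1 array alone. Apart from ENSBTAT00000015890, the probes lay in the 2 areas of the array. Other probes of these genes did not show a rise of this size. The other *CNR2* probes were not well above background on the control or *S. aureus* JE2 array. Another *CXCR5* probe, measured on both arrays, had a log2 fold change of 0.10 after *S. aureus* JE2. Another probe of ENSBTAT00000015890 had one of 0.34 after *S. aureus* SA003. The bounds moved most with the normexp background correction, under which that of *CNR2* was 1.95 on the log2 scale, against 4.10.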

The full list of DEGs are provided with the Supplementary files Tables S1–S3.

### 2.3. Gene Ontology (GO) Terms Enriched by DEGs 

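Table 2 lists 14 genes for LPS, all with probes on the array, and 13 of them had a probe at least 1.5-fold higher after LPS. For 7 of these, *CCL2*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL8*, *IL1A* and *IL1B*, such a probe was well above background on both arrays. The other 6 genes, *AGTR1*, *CCL20*, *CXCL9*, *GGT5*, *NOD2* and *UNC5B*, rose only from a control spot that was not well above background. The bound was at least 1.87-fold for *AGTR1* (chromosome 1, 120403170 to 120403229), 1.69-fold for *CCL20* (chromosome 2, 116762431 to 116762490) and 1.72-fold for *NOD2* (chromosome 18, 19212492 to 19212551). Of the 4 probes of *UNC5B* (chromosome 28), 2 were at least 2.07-fold and 2.50-fold higher. Other probes well above background on both arrays existed for 3 of the genes. The 4 other measured probes of *AGTR1* had a mean log2 fold change of 0.07, the other probe of *GGT5* -0.47 and the 2 other probes of *IL1B* 0.20. *IL17*, which the files name *IL17A*, had 1 probe, not well above background on either array.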

The LPS-induced DEGs were found to be involved in the significant enrichment of GO biological terms including “Cell chemotaxis,” “Inflammatory response,” “Positive regulation of nitric-oxide synthetase biosynthesis process,” “Response to molecule of bacterial origin” and “Negative regulation of extrinsic apoptotic signaling pathway” (Table 2). 

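All 28 genes that Table 2 lists for *S. aureus* JE2 had a probe counted as higher on the signals as read. By the measured value or the lower bound, 16 of them had a probe at least 1.5-fold higher, and for 12 the bound stayed under 1.5-fold or could not be given. Only for *SERPINB2* (chromosome 24, 62608333 to 62608392) was the higher probe well above background on both arrays, with a log2 fold change of 1.07. *NCAN* had a probe at least 1.89-fold higher and another, measured on both arrays, with a log2 fold change of -0.76. For 21 of the 28 genes the probe past the threshold lay in the 2 areas. Other probes measured on both arrays and under the threshold existed for 9 genes, and their means per gene had a median log2 fold change of 0.07, between -0.21 and 0.19. For *S. aureus* SA003 Table 2 lists 24 genes. *GPR97* was not found under that name on the array, and the other 23 each had a probe counted as higher. By the measured value or the bound it was at least 1.5-fold higher for 18 of them. The probe counted as higher was well above background on both arrays for *AHSG* (log2 fold change 1.13; chromosome 1, 81202172 to 81202231) and *ECM1* (1.20; chromosome 3, 20230980 to 20231039), and the second probe of *ECM1* gave -0.07. In 19 genes the probe lay in the 2 areas. The other measured probes of 7 genes, averaged per gene, had a median log2 fold change of -0.05, between -0.12 and 0.00. The GO enrichment itself was not repeated here.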

The DEGs after *S. aureus* JE2 stimulation were predicted to be involved in the significant enrichment of GO biological terms, namely “Cell differentiation,” “Cell adhesion,” “Inflammatory response,” “Blood coagulation” and “Chemotaxis” while *S. aureus* SA003-induced DEGs are involved with the enrichment of GO terms including “Innate immune response,” “Cell surface receptor signaling pathway,” “Blood coagulation,” “signal transduction” and “Positive regulation of NF-kB signaling” (Table 2).

### 2.4. Differential Responses in Inflammatory Gene Gxpression in BME Cells after Stimulation with LPS and Heat-Killed and S. aureus Strains

Next, we extracted the inflammatory response related genes from the list of DEGs and compared their expression patterns between LPS and *S. aureus* stimulations. Results demonstrated that expression of *IL1α, IL1β, CCL2*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL8*, *CXCL9* and *C6* were significantly upregulated in BME cells following LPS stimulation while their expressions were not significantly modified after stimulation with either *S. aureus* strains (Table 3). 

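Each gene of Table 3 is given here as the mean log2 fold change of its probes well above background on both arrays. *CXCL8* (NM_173925, chromosome 6 of UMD 3.1) had 3 such probes. The signals rose from 57.5 to 438 at 90561998 to 90562057 and from 99.3 to 703 at 90563357 to 90563416, and the gene's mean was 2.77 after LPS (probes 2.40 to 3.01), 0.21 after *S. aureus* JE2 and -0.13 after *S. aureus* SA003. *CXCL2* (1 probe, chromosome 6, 90697435 to 90697494) gave 2.95 after LPS, 0.11 after *S. aureus* JE2 and -0.05 after *S. aureus* SA003. For *CXCL5* (1 probe, chromosome 6, 90648017 to 90648076) the values were 2.01, 0.03 and -0.04, and for *CXCL3* (1 probe, chromosome 6, 90812955 to 90813014) they were 1.19, 0.05 and -0.07. *CCL2* (2 probes, chromosome 19, 16233039 to 16233438) gave 1.80, 0.15 and 0.23. *IL1A* was measured by 1 of its 2 probes (chromosome 11, 46349453 to 46349512) at 1.46 after LPS, 0.25 after *S. aureus* JE2 and 0.00 after *S. aureus* SA003.

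The probes of *IL1B* (chromosome 11, 46410307 to 46411198) differed. The 3 probes measured on both arrays gave 0.60, 0.32 and 0.09 after LPS, a mean of 0.34, with means of 0.01 after *S. aureus* JE2 and 0.08 after *S. aureus* SA003. The probe with the largest increase had a control signal of 4.55, not well above background, and was at least 3.08-fold higher after LPS. *CXCL9* was well above background at 1 of its 2 probes and after LPS alone, at least 5.95-fold higher. The 3 probes of *C6* and the probe of *CX3CL1* were not well above background on any array. *M-SAA3.2* was at least 2.82-fold higher after LPS at 1 of 2 probes. Of the 7 probes of *SAA3*, 3 were higher after LPS, by at least 6.13-fold at the brightest and at least 1.46-fold at the dimmest. These 3 are probes of the RefSeq transcript of the gene. The only probe measured on both arrays is that of a sequence tag assigned to *SAA3*. It gave -0.22 after LPS (0.00 with the normexp correction), -0.62 after *S. aureus* JE2 and -0.36 after *S. aureus* SA003.

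The difference after LPS at the measured probes of *CXCL2*, *CXCL5*, *CXCL8*, *CCL2* and *IL1A* was set beside probes of like signal. None of the 1000 probes nearest in signal to each lay as far apart between the 2 *S. aureus* arrays. For *CXCL3* 1 of 1000 did, for the 3 measured probes of *IL1B* 4, 46 and 541, and for that of *SAA3* 301. Among the alternatives, the normexp correction moved these genes most, with 2.22 for *CXCL2* and 2.08 for *CXCL8* after LPS. The values of *IL1B* and *CXCL3* after *S. aureus* JE2 and those of *CXCL2* and *CXCL5* after *S. aureus* SA003 changed sign under some alternatives. The paper took the genes related to the inflammatory response from its DEGs and set their log2 fold changes after each stimulus side by side. For *IL1A*, *IL1B*, *CCL2*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL8*, *CXCL9* and *C6* it concludes that LPS upregulated them and that neither strain significantly modified them. By RT-qPCR, which was not used here, the paper also reports a rise of *IL1A*, *IL1B*, *CCL2*, *CXCL2*, *CXCL3* and *CXCL8* after LPS. It reports *CRP* as increased after *S. aureus* and not after LPS, and *PPIA* as unchanged by any stimulus.

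**Figure D3:**
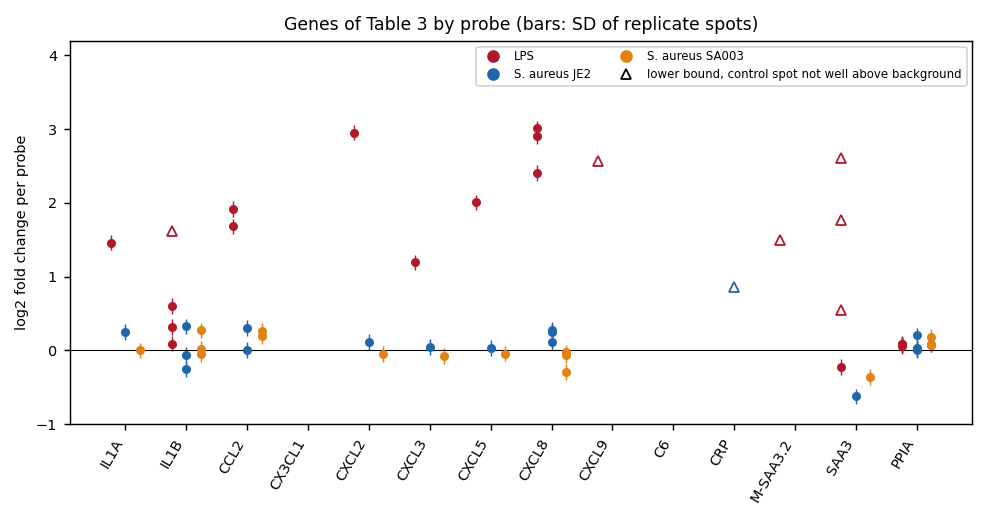
Log2 fold change against the control array of each probe of the genes of Table 3, by stimulus. Filled circles are probes well above background on both arrays, with bars of 1 SD of a log2 ratio from replicate spots, and open triangles are lower bounds for probes whose control spot was not well above background. Probes dim on both arrays are not drawn, so *CX3CL1* and *C6* have no point.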

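*CRP* has 4 probes on the array, on chromosome 3 of UMD 3.1 between 10101344 and 10104510. None was well above background on the control, LPS or *S. aureus* SA003 array. The probe at 10101344 to 10101403 was well above background on the *S. aureus* JE2 array, with a signal of 19.4 against 2.55 on the control array, and was at least 1.81-fold higher there. It lies in the 2 areas of the array that hold most of the increases. The other 3 *CRP* probes were not well above background after *S. aureus* JE2.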

The expression of *CRP* was increased after *S. aureus* stimulation while not modified after LPS stimulation. The expression of *PPIA* (also called CyPA) expression remained unchanged irrespective of stimulation (Table 3).

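*PPIA* was measured by 4 probes on chromosome 4 (77409436 to 77410805), all well above background on every array, with control signals between 84.1 and 142363. The mean log2 fold change was 0.08 after LPS, 0.07 after *S. aureus* JE2 and 0.11 after *S. aureus* SA003, and single probes lay between 0.00 and 0.20 for *S. aureus* JE2.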

### 2.5. Inflammatory Gene Expression in BME Cells after LPS or Pam3CSK4 Stimulation

In order to confirm the microarray expression results, we measured the mRNA expression dynamics of six selected inflammatory genes after the stimulation of BME cells with LPS or Pam3CSK4 by using RT-qPCR. As shown in Figure 3, the activation of TLR4 significantly increased the expression of *IL1α* and *IL1β* that was in accordance to microarray expression results. The levels of *IL1β* continuously increased until 24 hours after stimulation, while Pam3CSK4 stimulation did not induce significant variations in the expression levels of *IL1β* when compared to basal levels, showing a marked contrast with the results observed for the LPS stimulation (Figure 3). Pam3CSK4 was able to induce significant increases in the expressions of *IL1α* in BME cells at hour 12 post-stimulation. However, the increases of *IL1α* in Pam3CSK4-treated BME cells were lower than the observed for LPS-treated cells. In addition, the expressions of the chemokines *CCL2* (*MCP-1*), *CXCL8* (*IL8*), *CXCL2* (*MIP-2α*) and *CXCL3* (*MIP-2β*) were evaluated in BME cells after LPS or Pam3CSK4 stimulation (Figure 3). The mRNA levels of *CCL2* and *CXCL8* continuously increased until 24 hours after LPS stimulation while *CXCL2* and *CXCL3* reached their highest values on hour six and then they maintained similar expression levels. Pam3CSK4 did not induce significant variations in the expression levels of four chemokines evaluated when compared to basal levels (Figure 3). 

### 2.6. Inflammatory Gene Expression in BME Cells after CyPA Stimulation

Cyclophilins, also called immunophilins, are a group of proteins having peptidyl-prolyl cis-trans isomerase activity that are secreted from mammalian cells in response to infection, cellular hypoxia or oxidative stress [22,23]. CyPA is able to promote cell signaling activation through its interaction with the intracellular receptor for the immunosuppressive drug cyclosporine A [24] or the extracellular matrix metalloproteinase inducer (EMMPRIN, also called CD147) [22]. In a recent study, we observed that extracellular CyPA possesses chemotactic activity for bovine peripheral blood cells [25], which indicate its ability to influence the inflammatory immune responses. Then, we next aimed to evaluate whether CyPA might have the ability to modulate the innate immune response of BME cells. For this purpose, BME cells were stimulated with bovine recombinant CyPA at three different doses and the expression of inflammatory cytokines and chemokines were evaluated at different time points by qPCR. As shown in Figure 4, all the doses of CyPA significantly increased the expression of *IL1α* at hours 3 and 6, as well as *IL1β* at hour 24 in BME cells when compared with unstimulated cells. In addition, all the doses of CyPA were able to significantly increase the expression of *CXCL3* at hour 6, while no variations were observed in *CCL2* and *CXCL2* (Figure 4). Significant increases of *CXCL8* were detected in BME cells at hours 6 and 24 when 1000 and 100 ng/mL of CyPA were used, respectively (Figure 4).

## 3. Discussion

The generation of inflammatory response is a vital part of the innate defenses against pathogens infecting the mammary gland mucosa. BME cells have an important role in the activation of the mammary gland innate immunity through their ability to recognize pathogens and release of inflammatory mediators that initiate the inflammatory response [10,11]. After the recognition of MAMPs by the host PRRs such as TLRs, mammary epithelial cells initiate a downstream signal transduction, which in turn lead to the activation of transcription factors including NF-kB (12). Those transcription factors modulate the expression of genes on mammary epithelial cells and induce the secretion of proinflammatory cytokines and chemokines, type I interferons, and antimicrobial peptides which coordinately induce local and systemic inflammatory responses that allows the elimination of the pathogens [12]. The results of the present study demonstrated the expression of TLR family members in BME cells, supporting the hypothesis that BME cells are capable of generating inflammatory responses against different types of pathogen-derived MAMPs through the activation of TLR pathways [12,14,26]. Moreover, by using a transcriptomic approach, we showed that BME cells are capable of modifying their gene expression patterns in response to TLR4 activation. GO enrichment of DEGs revealed that the stimulation of BME cells with LPS induced the upregulation of genes involved in cell chemotaxis, response to bacterial molecules, and inflammatory responses. 

Notably, there was a major difference in expression of inflammatory mediators in BME cells between LPS and *S. aureus* stimulations. 

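A list of 35 early targets of NF-kB, the transcription factor that TLR signalling activates, was fixed before the array files were examined. Figure 2C and Tables S1–S3, which come from the same arrays, had been seen by then, so the list was not written blind. Of its genes, 29 were tested after LPS and 28 after each strain. The median log2 fold change was 0.07 after LPS, -0.06 after *S. aureus* JE2 and -0.13 after *S. aureus* SA003. Among 10000 random lists of the same size matched on mean signal, these medians stood at percentiles of 99.96, 3.59 and 0.05. With dim signals raised to the lowest well-above-background signal they were 0.07, -0.06 and -0.11. The list shares 4 genes with Tables 2 and 3, and without them the median was 0.06 after LPS, at percentile 99.8, -0.06 after *S. aureus* JE2 and -0.13 after *S. aureus* SA003. *NFKBIA*, the inhibitor that NF-kB itself induces, rose at its 4 probes by log2 fold changes of 0.57 to 0.81 after LPS, while after the strains they lay between -0.11 and 0.20. The 2 probes of *IL6* gave 0.40 and 0.45 after LPS. *PTGS2*, with 2 measured probes, was lower after every stimulus, with means of -0.57, -0.49 and -0.75. On the signals as read 5 genes were at least 1.5-fold higher after LPS and 1 lower, and after each strain 0 were higher and 2 lower. After LPS the lower gene, *TNFAIP2*, and *M-SAA3.2* among the higher ones had no probe well above background on both arrays. *IL1B* and *SAA3* passed the threshold through probes with a dim control spot, and their measured probes had means of 0.34 and -0.22. *NFKBIA* and *IL1A* passed it at measured probes. The 2 probes of *TNF* were not well above background on any array.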

The 12 h post LPS stimulation resulted in remarkable changes in expression of chemokines but it was not the case for infection with both *S. aureus* strains. 

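Of 33 chemokine genes fixed as a list in the same way, 21 were tested after LPS and 19 after each strain. The median log2 fold change was 0.15 after LPS, at percentile 100, -0.02 after *S. aureus* JE2 (percentile 50.3; 0.02 with quantile normalization) and -0.10 after *S. aureus* SA003 (percentile 9.40). With dim signals raised as for the NF-kB targets, the 3 medians were the same. After LPS 8 of the genes were at least 1.5-fold higher and 0 lower. On the signals as read 1 was higher after *S. aureus* JE2, *CCL26*. Its measured probe gave 0.13, and its probe with a dim control spot was at least 1.24-fold higher, so neither is known to reach 1.5-fold. After *S. aureus* SA003 1 was higher and 1 lower. Tables 2 and 3 name 9 of the 33 genes, and those were chosen in the paper from the same arrays. The 13 tested genes that they do not name had a median of -0.09 after LPS (percentile 1.81), also -0.09 after *S. aureus* JE2 (percentile 7.03) and -0.16 after *S. aureus* SA003 (a lower percentile than after LPS). *CXCL10* gave 0.15 after LPS and *CXCL1*, which the files name *GRO1*, 1.19. The 3 probes of *CCL5* were lower by log2 fold changes of -0.86 to -0.70 after *S. aureus* SA003.

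**Figure D4:**
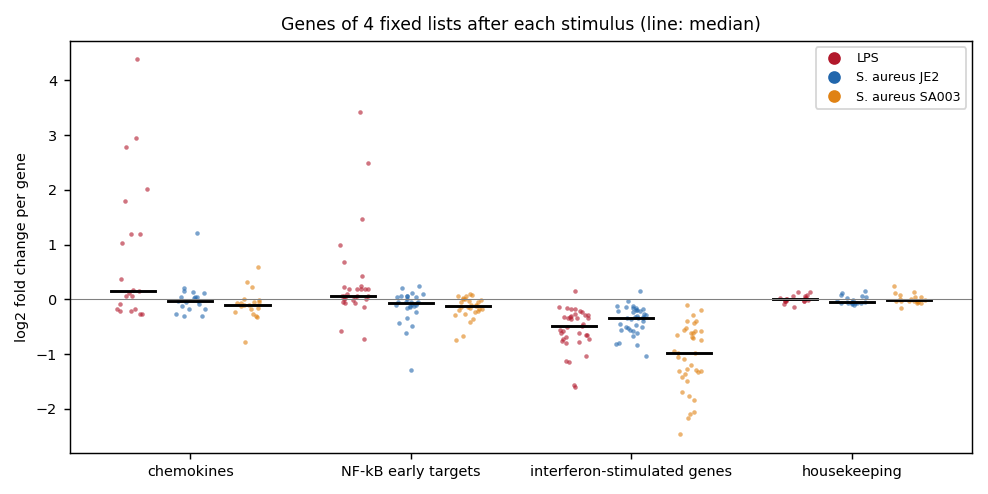
Log2 fold change per gene after each stimulus for the genes of 4 fixed lists: chemokines, NF-kB early targets, interferon-stimulated genes and housekeeping genes. Each point is the mean of a gene's tested probes, and lines are medians. Points of genes whose control spots were not well above background are differences of signals as read and not bounds. The chemokines spread furthest upward after LPS, and the housekeeping genes stay between -0.15 and 0.24.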

Several in vitro studies based on exposure of BME cells to killed bacteria or purified bacterial MAMPs have shown that BME cells respond differently to *E. coli* and *S. aureus* [4,14,15,17,27,28,29]. This may explain the considerable variations in the initial recognition and subsequent pathogenesis of mastitis caused by these two pathogens. A previous study reported that severe inflammatory symptoms may be caused by the induction of *IL1* and *TNF-α* expression in *E. coli*-challenged bovine mammary gland epithelial cells, while *S. aureus* quickly triggered an increased expression of *IL6* [29]. Stimulation of BME cells with LPS for 24 h induced a marked increase in *IL1*, *CXCL6*, *CXCL8*, *TNF-α* and β-defensin expression while lipoteichoic acid (LTA, MAPM of Gram-positive bacteria) stimulation did not show any significant changes of these genes [15]. Activation of type IFN I pathway along with higher upregulation of chemokines (*CXCL10*, *CCL2*, *CCL5*, and *CCL20*) were reported in the case of LPS stimulation but not for *S. aureus* stimulation in BME cells [14]. However, the ability of *S. aureus* infection to evade the host’s immunity and to continue life-long mild inflammation [9] indicate that chemokine could be a late event in *S. aureus*/BME cells interaction, on the opposite of LPS/BME cell interaction. In this regard, it was reported the over expression of *CCL5* and *CXCL10* only after 24 h exposure of BME cells to heat killed *S. aureus* [30]. It should be noted that the present work has the limitation of testing only a single time point; therefore, a time series investigation of transcriptome shifting would provide better insight of *S. aureus* mediated inflammatory response in BME cells.

Our transcriptomic analysis revealed that the most notable change in LPS-challenged BME cells was the significant increase in the expression of *IL1α*, *IL1β, CCL2*, *CXCL8*, *CXCL2* and *CXCL3* (Figure 5A). Those inflammatory cytokines and chemokines have been associated with protection against pathogens infecting the bovine mammary gland since bacterial growth can be efficiently inhibited through the activity of leucocytes recruited from the blood into the mammary tissue [31,32]. Earlier studies by Waller [33], evaluating the effect of a polyclonal antibody to recombinant bovine IL-1β during LPS-induced inflammation in the bovine teat cistern, demonstrated the chemotactic effects of this cytokine and its protective role in the recruitment of neutrophils into the mammary gland. Studies in primary cell cultures of BME cells obtained from high or low mastitis-resistant heifers challenged with heat-inactivated *E. coli* showed higher expression levels of *IL1β* and *IL8* in resistant animals when compared with susceptible cows [34]. Interestingly, it was reported that mammary epithelial cells constitutively secrete the chemokine CXCL3 and that normal milk contains active concentrations of this neutrophil chemoattractant protein [35]. The expression of this chemokine is increased in the course of mammary gland infections to act in synergy with other chemokines or cytokines to recruit leucocytes [36]. On the other hand, in addition of being a powerful neutrophil chemoattractant, CXCL2 shows direct antimicrobial properties against *E. coli* [37]. 

The results of the present work indicate that our in vitro BME cells system could be of value for the evaluation of immunomodulatory treatments aimed to improve the TLR4-mediated innate immune response in the bovine mammary gland and the protection against infections by Gram-negative pathogens. It should be noted that the inflammatory response in the mammary epithelium is beneficial for the clearance of pathogens and for the protection against infection; however, uncontrolled inflammation can be harmful and even fatal to the host [38,39]. The appropriate regulation of the production of proinflammatory mediators is highly important to maintain immune homeostasis and to prevent excessive inflammatory injury to the mammary gland. Thus, our in vitro BME cells system could be also of value for the selection and characterization of immunomodulatory treatments aimed to modulate the excessive inflammatory response that could become harmful for the bovine host. 

The findings of this study also indicate that our in vitro BME cells system would be efficient for the selection and study of immunomodulatory treatments aimed to improve the innate immune response against Gram-positive pathogens in the bovine mammary gland. This limitation of our system could be related to the biology of MAPMs-PRRs interactions in the bovine mammary mucosa. It has been described that the production of chemotactic factors and the infiltration of immune cells in the mammary gland differs between Gram-positive and Gram-negative pathogens [15]. Several in vitro studies based on the exposure of BME cells to viable or non-viable bacteria as well as purified bacterial MAMPs have shown that mammary epithelial cells respond differently to Gram-positive (mainly *Staphylococcus aureus*) and Gram-negative (mainly *E. coli*) pathogens [14,15,16,27,28,29]. It was reported that in experimentally induced mastitis by *E. coli* challenge, increased concentration of chemokines and cytokines were found in milk samples. However, those inflammatory mediators were undetectable or were present in low concentrations during *S. aureus* mastitis [40]. In addition, the challenge of BME cells with LPS significantly increased the expression of *TNF-α*, *IL1β* and *CXCL6* while the stimulation of these cells with Pam3CSK4 did not alter the expression of these genes [15]. Our results are in line with those previous findings since significant differential expression patterns in chemotactic factors were observed between LPS and Pam3CSK4-stimulated BME cells. We confirmed the improved expression of *IL1β* in LPS-stimulated BME cells and the lack of variation in this cytokine in Pam3CSK4-stimulated BME cells. Moreover, we extended those previous findings by demonstrating the upregulation of *IL1α*, *CCL2*, *CXCL8*, *CXCL2* and *CXCL3* in LPS-stimulated but not in Pam3CSK4-stimulated BME cells (Figure 5B). 

It should be noted that the experiments in this work were limited to the evaluation of Pam3CSK4 that signals mainly through TLR2 [41]. Several other PRRs are involved in the recognition of Gram-positive pathogens and in the generation of innate immune responses. The combination of several MAMPs from Gram-positive pathogens acting on different PRRs may explain the findings of Lee et al. [42], who described higher levels of IL-8 in cells from mammary gland quarters infected with *S. aureus* relative to those infected with *E. coli*. Therefore, more detailed transcriptomic studies evaluating the effects of different Gram-positive pathogens-derived MAMPs (lipoproteins, peptidoglycans, teichoic acids) alone or in combinations as well as viable bacteria such as *S. aureus* in BME cells would be of importance to definitively establish the value of our system for the study of the bovine mammary gland inflammatory response triggered by Gram-positive bacteria.

In addition to MAMPs from pathogens, several other factors are able to trigger and amplify inflammatory responses in the mammary gland including cytokines, chemokines or reactive oxygen species. As mentioned before, CyPA is a protein secreted from mammalian cells in response to infection or inflammation [22,23,24]. It was reported that reactive oxygen species induce CyPA secretion from vascular smooth muscle cells resulting in the expression of the endothelial cell adhesion molecule and the aberrant infiltration of inflammatory cells in the aortic wall [43,44]. In addition, our recent study with bovine peripheral blood cells in vitro treated with recombinant bovine CyPA revealed that the granulocytes migrate towards this chemotactic molecule and the migration could be inhibited by pre-treatment with an anti-bovine CyPA antibodies (25). Then, we were also interested in evaluating the ability of recombinant bovine CyPA to modulate the inflammatory response of BME cells, not only to increase our knowledge about the immunobiology of this molecule, but also to determine if our system can be used to study the inflammatory response triggered by an eukaryotic molecule not included in the MAMPs category. Our results showed that the stimulation of BME cells with CyPA resulted in an increase of inflammatory cytokines and chemokine expression (Figure 5C). In particular, the CyPA was able to significantly increase the expression of *IL1β, IL1α*, *CXCL8* and *CXCL3* in BME cells. As mentioned earlier, IL-1β has chemotactic effects inducing the recruitment of neutrophils [33]. On the other hand, it is well established that CXCL8 induces chemotaxis in target cells, primarily neutrophils but also other granulocytes, causing them to migrate toward the site of infection while CXCL3 and CXCL2 controls migration and adhesion of neutrophils and monocytes [32]. Thus, the results obtained here indicate that CyPA, in addition to having its own chemotactic properties, can enhance this function by increasing the expression of chemokines by BME cells.

## 4. Materials and Methods 

### 4.1. Cell Line 

The bovine mammary epithelial (BME) cell line used in this study was originally developed by our group and the detail protocols for establishing the cell clone are available in the previous publication [21]. BME cells were isolated from mammary gland tissue taken from a 200-days pregnant Holstein cow as per the methods described and cryopreserved in liquid nitrogen. It has been demonstrated that this BME cell clone is functionally unaffected by cryopreservation and it is responsive to mitogen and lactogenic hormones [21].

### 4.2. Growth and Maintenance of BME Cell Line

For the present study, the cryopreserved BME cells were thawed and cultured in Dulbecco’s modified Eagle medium (DMEM, Gibco, Paisley, Scotland, UK) supplemented with 20% fetal calf serum (FCS; Sigma-Aldrich, Tokyo, Japan), 100 U/mL penicillin and 100 μg/mL streptomycin (Gibco™ 15140122, Life Technologies), transferrin (5 mg/mL) and sodium acetate (5 mM) as a growth medium. For the passage, BME cells were seeded 1 × 10^4^/cm^2^ in the cell culture flask (Sumitomo Bakelite Co., Ltd., Tokyo, Japan), and incubated at 37 °C in a humidified atmosphere of 5% CO_2_. The cell culture medium was changed every 48 h and at least three consecutive passages were performed before the challenge experiments were conducted.

### 4.3. TLRs Copy Number Analysis 

For absolute quantification of TLRs family mRNA, four pools of BME cells were subjected to prepare the cDNA standards for bovine TLR 1-10. Total RNA was isolated from BME cells and cDNAs were synthesized by reverse transcription from 5 μg of total RNA using olio (dT) primers and ThermoScript RNase H-reverse transcriptase as previously described [45]. The cDNA standards were purified and quantified spectrophotometrically. TLR and β-actin cDNAs were amplified by PCR using the primers listed in Supplementary Table S4. The purified PCR products were inserted into the vector pGEM-Teasy DNA (Promega, Madison, WI, USA). We confirmed the homology of each insert with dideoxy chain termination method using a DNA sequencer (4000 L; Li-Cor, Lincoln, NE, USA) and the SequiTherm EXCEL™ II DNA Sequencing Kit-LC (Epicentre Biotechnologies, USA). The copy number for each mRNA was determined using the following formula: Copy number (copies) = 6.02 × 10^23^ (copies/mol) × measurement (g)/MW (g/mol). MW = size in bp × 660 (g/mol/bp). Aliquots of standard cDNA containing 10^7^–10^2^ pg/μl were created for TLRs and used as assay standards.

### 4.4. Preparations of Stimulants

Two staphylococcal strains: *S. aureus* JE2 and *S. aureus* SA003 were grown in the antibiotic-free α-minimum essential medium. The bacteria were propagated up to mid-logarithmic phase (OD_620_ = 0.4) and washed twice with phosphate buffered saline (PBS). The determination of bacterial density was made by limiting dilution of washed bacteria using the SLGC bacterial calculator (Sansho Co. Ltd., Tokyo, Japan) according to the manufacturer’s instructions. Bacteria were resuspended in PBS, heat-killed by incubation at 95 °C for 20 minutes and stored at −20 °C until use. For mimicking the *E. coli* infection, we used commercially available lipopolysaccharide derived from *Escherichia coli* 55: B5(L6529-1mg, Sigma-Aldrich, Tokyo, Japan). In addition, we used commercially available Pam3CSK4 (Nacalai Tesque, Inc., Kyoto, Japan) for demonstrating TLR2 mediated inflammation.

### 4.5. Experimental Challenge to BME Cells and Sampling for Gene Expression Study

Five days-confluent BME cells (5 × 10^5^ cells/well) were seeded in a twelve-well cell culture plate. After settling down, three pool of adherent cells were stimulated with either LPS (1.0 µg/mL) or heat-killed bacteria of *S. aureus* JE2 (5 × 10^7^ cells/well) or *S. aureus* SA003 (5 × 10^7^ cells/well) strains or kept unstimulated as control. The cultures were maintained at 37 °C in a humidified atmosphere of 5% CO_2_ for 12 h and then harvested for RNA extraction. The microarray-based gene expression analyses was performed in a single replicate for each treatment, followed by the RT-qPCR validation in three biological replicate samples as described below.

In a second set of experiments, BME cells (5 × 10^5^ cells/well) were plated in a twelve-well cell culture plate and stimulated with either LPS (1.0 µg/mL) or Pam3CSK4 (100 ng/mL) or recombinant bovine CyPA (10, 100 or 1000 ng/mL) or kept unstimulated as control. The cultures were maintained at 37 °C in a humidified atmosphere of 5% CO_2_ for 3, 6, 12 or 24 h and then harvested at every time point for RNA extraction and RT-qPCR analysis as described below.

### 4.6. RNA Isolation, Labeling and Microarray Hybridization

Total RNA was extracted from the treated and untreated control cells using PureLink RNA Mini Kit (Life Technology INC., USA) along with on-column DNase treatment. RNA integrity, quality and quantity were evaluated with microcapillary electrophoresis (2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) using the Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA integrity number (RIN) greater than 9 were used for microarray study. 

Microarray analyses were performed using a one-color microarray-based Gene Expression Analysis Kit (Agilent, USA) and Bovine (V2) Gene Expression Microarray 4 × 44K oligonucleotide slides (Agilent, USA). Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng RNA using the One-Color Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions. Dye incorporation and cRNA yield were checked with the NanoDrop ND-1000 Spectrophotometer. The Gene Expression Hybridization kit (Agilent Technologies) was used for hybridization. In brief, 1650 ng of Cy3-labelled cRNA (specific activity >10.0 pmol Cy3/ug cRNA) was fragmented at 60 °C for 30 minutes in a reaction volume of 250 mL containing 1x Agilent fragmentation buffer and 2x Agilent blocking agent following the manufacturer’s instructions. On completion of the fragmentation reaction, 250 mL of 2x Agilent hybridization buffer was added to the fragmentation mixture and hybridized to Agilent Bovine (V2) Gene Expression Microarray, 4 × 44K (G2519F) for 17 hours at 65 °C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed 1 minute at room temperature with GE Wash Buffer 1 (Agilent) and 1 minute with 37 °C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation.

### 4.7. Statistical Analysis of Microarray Data 

The normalization and differential expression analysis of microarray data were performed with GeneSpring GX software (v13.1, Agilent Technologies, USA). The log_2_ transformed expression values of probes were normalized based on 75 percentile shifts. For identification of differentially expressed genes (DEGs) following each stimulation, we compared gene expression profiles between control and each treatment: LPS, *S. aureus* JE2 and *S. aureus* SA003. In order to determine the differential expression of genes, an unpaired t-test was performed between untreated control and stimulated samples. Benjamini and Hochberg (B-H) adjustment method was applied for multiple test correction. Significant differentially expressed genes were selected on the basis of two criteria: an adjusted *p*-value (FDR, false discover rate) of less than 0.05 and a cutoff in fold change of at least 1.5. The annotation and conversion of DEGs into human orthologous ensembl gene ID were performed by using the bioDBnet tool [46] and BovineMine [47], which were subjected for downstream functional analysis. The MIMAE (minimum information about a microarray experiment) standard raw microarray dataset have been submitted to the NCBI-GEO database under the access number GSE139612.

### 4.8. Gene Ontology Analyses 

For biological interpretation of differential gene expressions, gene ontology (GO) enrichment analysis was performed using the InnateDB online tool (v5.4, [48]). The ensemble gene ID were uploaded to the InnateDB web portal and performed GO analysis. For each case, the over representation analysis (ORA) was performed using hypergeometric algorithm with Benjamini-Hochberg (B-H) multiple test correction method. 

### 4.9. RT-qPCR Validation

Quantitative two-step real-time PCR was performed to confirm the microarray results and to evaluate the effect of Pam3CSK4 and CyPA by quantifying the mRNA expression levels of six selected genes in BME cells. Primer sequences are presented in Supplementary Table S4. Total RNA was isolated from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) followed by treated with gDNA Wipeout Buffer (Qiagen, Tokyo, Japan). All cDNAs were synthesized using the Quantitect reverse transcription Kit (Qiagen, Tokyo, Japan) according to the manufacturer’s recommendations. 

The RT-qPCR was performed using 7300 real-time PCR system (Applied Biosystems, Warrington, UK) using the TaqMan^®^ gene expression assay kit (Life Technologies) and TaqMan^®^ Universal Master Mix II, with UNG (Applied Biosystems, Warrington, UK). The PCR cycling conditions were 2 min at 50 °C, followed by 10 min at 95 °C, and then 40 cycles of 15 s at 95 °C, 1 min at 60 °C. The reaction mixtures contained 2.5 μL of sample cDNA, 1 μL gene expression assay and 10 μL TaqMan^®^ Universal Master mix II, with UNG, and 6.5 μL distilled water. According to the minimum information for publication of quantitative real-time PCR experiments guidelines, β-actin was used as a house-keeping gene because of its high stability across various bovine tissues [49]. Relative index was calculated as the ratio of target mRNA expression to β-actin. Then, raw data were transferred from the mean Ct values of replicated samples to copy number of the established standard curve. The normality of the log_2_ transformed data distribution were checked by Kolmogorov-Smirnov test. Comparisons between mean values were carried out using one-way ANOVA and Fisher’s least significant difference test. For every case, *p* < 0.05 was considered statistically significant. 

## 5. Conclusions

We herein presented the transcriptome profile associated with the inflammatory response of BME cells following in vitro stimulation with LPS or heat-killed *S. aureus* JE2 or *S. aureus*SA003. The challenge of BME cells with LPS resulted in the activation of the TLR4 signaling pathway that conducted to a strong inflammatory response compared with the responses induced by *S. aureus* strains or other inflammatory factors such as Pam3CSK4 or CyPA. The genes with marked variations in response to TLR4 activation in BME cells identified in the present study including *IL1β, IL1α*, *CCL2*, *CXCL8*, *CXCL2* and *CXCL3* could be used as potential biomarkers for the selection of effective immunomodulatory treatments for improving the outcome of mastitis through the use of the BME cells in vitro evaluation system. Precise studies of the transcriptional changes induced by the activation of PRRs by pathogens in BME cells are necessary to provide the scientific basis for the generation of immunointervention tools that improve the outcome of infections and protect against inflammatory damage in the mammary gland of the bovine host. The results of this work are an advance in this regard.

## Figures and Tables

**Figure 1:**
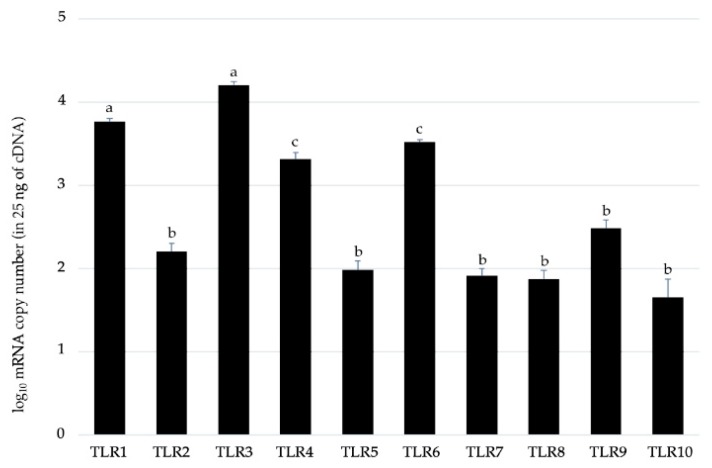
RT-qPCR-based absolute quantification of Toll-like receptors (TLRs) mRNA expression levels in a 25 ng of cDNA prepared from untreated bovine mammary epithelial (BME) cells. Results presented are as mean ± SD of four independent experiments. Different letters (a, b, c) indicates statistically significant (*p* < 0.05) difference between them.

**Figure 2:**
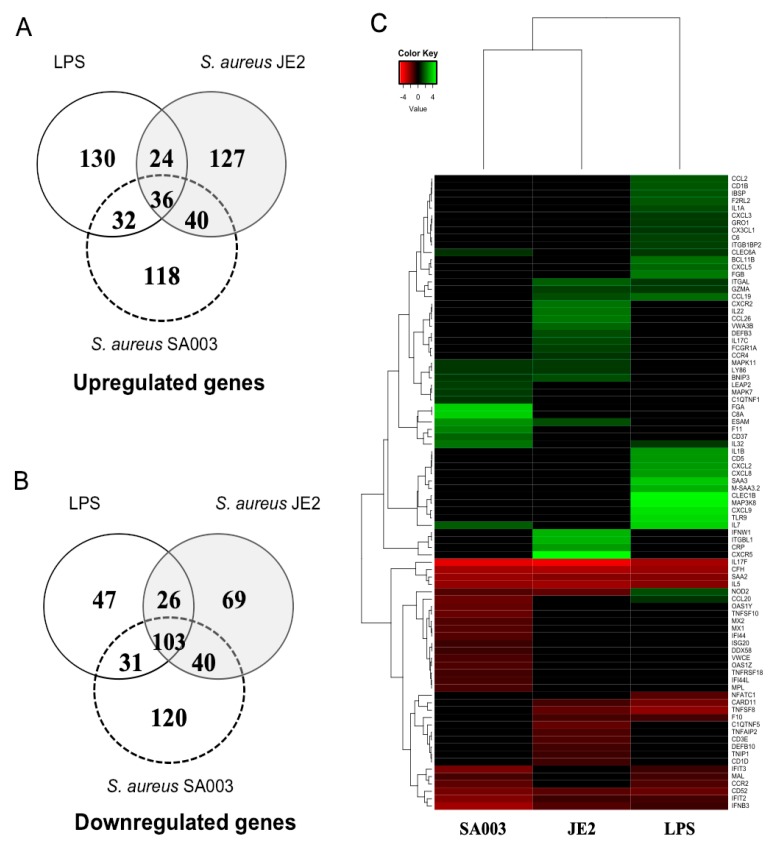
Overview of the differentially expressed genes (DEGs) in BME cells. **A.** Number of upregulated genes, **B.** Number of downregulated genes. **C.** Hierarchical clustering of DEGs.

**Figure 3:**
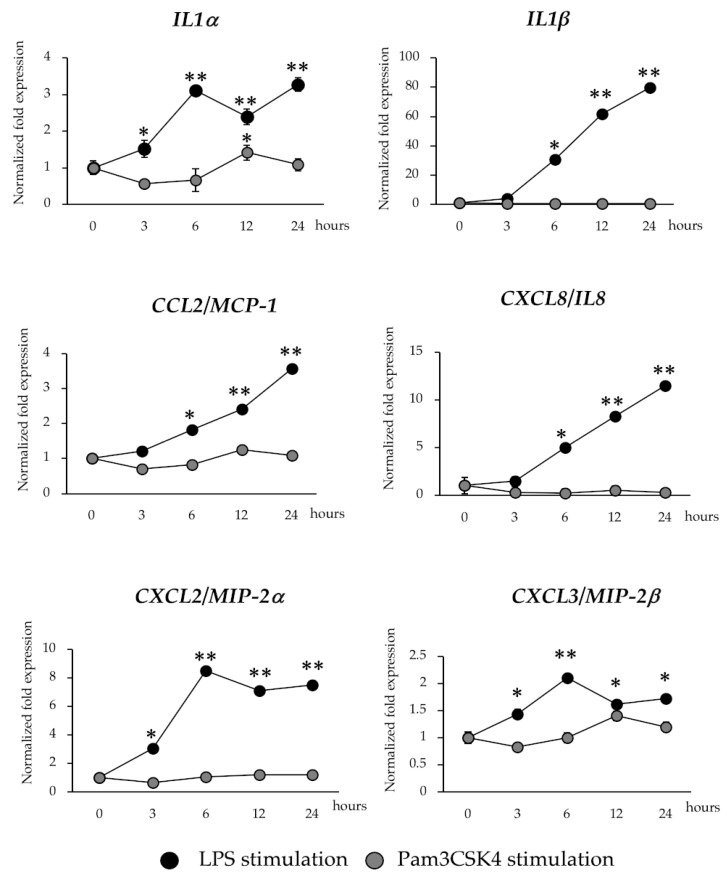
Expression patterns of inflammatory cytokines and chemokines genes in bovine mammary epithelial (BME) cells after lipopolysaccharide (LPS) and Pam3CSK4 stimulation. The expression of interleukin 1 alpha (IL1α), *IL1β*, C-C motif chemokine ligand 2 (*CCL2*), C-X-C motif chemokine ligand 2 (*CXCL2*), *CXCL3* and *CXCL8* were determined in BME cells after 3, 6, 12 and 24 hours of LPS and Pam3CSK4 stimulation by qPCR. BME cells with no LPS treatment were used as basal controls (hour 0). The results represent data (mean ± SD) from three independent experiments. Significantly different compared to basal control: *, *p* < 0.05, **p < 0.01.

**Figure 4:**
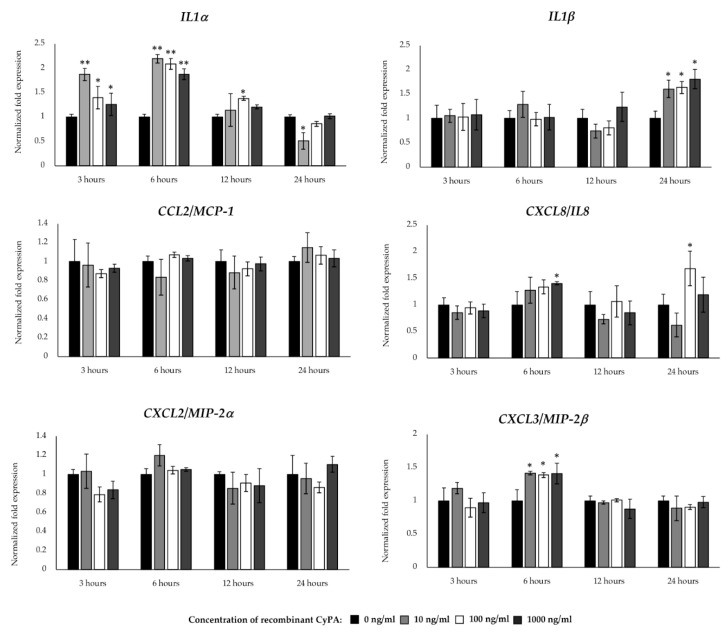
Expression patterns of inflammatory cytokines and chemokines in bovine mammary epithelial (BME) cells after recombinant bovine cyclophilin A (CyPA) stimulation. The expression of interleukin 1 alpha (IL1α), *IL1β*, C-C motif chemokine ligand 2 (*CCL2*), C-X-C motif chemokine ligand 2 (*CXCL2*), *CXCL3* and *CXCL8* were determined by qPCR in BME cells after 3, 6, 12 and 24 hours of stimulation with different concentrations of CyPA (10, 100 or 1000 ng/mL). BME cells with no CyPA treatment were used as controls (0 ng/mL). The results represent data (mean ± SD) from three independent experiments. Significantly different compared to control in the same time point: *, *p* < 0.05.

**Figure 5:**
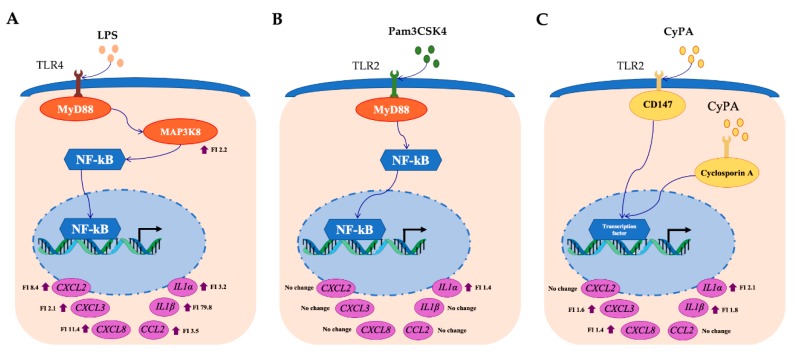
Comparative profiles of selected inflammatory gene expressions in BME cells after LPS (**A**), Pam3CSK4 (**B**) and CyPA (**C**) stimulation. The mRNA of *IL1α*, *IL1β*, *CCl2*, *CXCL8*, *CXCL2*, *CXCL3*, were upregulated after LPS stimulation. Among them only IL-1α, TLR2 and NOD2 were upregulated but others have no changes after Pam3CSK4 stimulation. While *CXCL3*, *CXCL8*, *IL1α*, and *IL1β* were upregulated and *CXCL2* and *CCL2* had no change after CyPA stimulation. FI, Fold increase.

**Table 1:** The number of differentially expressed genes (DEGs) in BME cells after stimulation with lipopolysaccharide (LPS) or heat-killed *S. aureus* strains. Statistically significant DEGs were detected based on the criteria of *p*-value < 0.05, false discovery rate (FDR) of 0.1 and fold change (FC) 1.5, as compared to the untreated control.

	Control vs. LPS	Control vs. *S. aureus* JE2	Control vs. *S. aureus* SA003
Upregulated	222	227	226
Downregulated	207	238	294
Total	447	465	520

**Table 2:** Gene ontology (GO) terms enriched after stimulation with LPS or heat-killed *S. aureus* strains to BME cells.

GO Terms and IDs	Genes Involved	*p*-Value
LPS stimulation:		
Cell chemotaxis [GO:0060326]	*AGTR1, CCL2, CXCL2, CXCL3, CXCL5, CXCL8, CXCL9*	0.0001
Inflammatory response [GO:0006954]	*CCL20, CCL2, CXCL2, CXCL8, CXCL9, GGT5, IL1* *α, IL1* *β*	0.002
Positive regulation of nitric-oxide synthetase production [GO:0051770]	*CCL20, CCL2, NOD2*	0.0002
Response molecules of bacterial origin [GO:0002237]	*CXCL2, CXCL8*	0.003
Negative regulation of extrinsic apoptotic signaling pathway [GO:2001240]	*IL1* *α, IL1* *β, IL17, UNC5B*	0.006
*S. aureus* JE2 stimulation:		
Cell differentiation [GO:0030154]	*CCDC135, DLL1, HEMGN, MGP, NEUROD6, NKX2-2, PDX1, PIWIL3, SEMA4G, TCF23*	0.001
Cell adhesion [GO:0007155]	*ABL1, CLDN11, ITGBL1, MAG, MPDZ, NCAN, PRKCE*	0.02
Inflammatory response [GO:0006954]	*CCL26*, *CNR2*, *CRP*, *CXCR2*, *IL22*	0.04
Blood coagulation [GO:0007596]	*ABL1*, *EFEMP2*, *ESAM*, *KIF2B*, *MAG*, *PRKCE*, *PRKG2*, *SERPINB2*	0.08
Chemotaxis [GO:0006935]	*CCL26, CXCR2, CXCR5*	0.19
*S. aureus* SA003 stimulation:		
Innate immune response [GO:0045087]	*AHSG*, *APOA1*, *C8A*, *F11*, *FREM1*, *KLRD1*, *MAFB*, *MAPK10*, *OTUB1*, *PRKCE*, *SFTPA1*	0.01
Cell surface receptor signaling pathway [GO:0007166]	*GPR97*, *KLRD1*, *LEPR*, *LIFR*	0.03
Blood coagulation [GO:0007596]	*APOA1*, *ESAM*, *F11*, *KIF3C*, *PRKCE*, *TRPC3*	0.03
Signal transduction [GO:0007165]	*CAPN3, ECM1, GDF3, MAPK10, NPAS2, PDE4B, PRKCE, SYNGAP1*	0.04
Positive regulation of NF-kB signaling [GO:0043123]	*ECM1, HTR2B, PRKCE*	0.06

**Table 3:** Expression patterns of selected inflammation related genes in BME cells after stimulation with LPS or heat-killed *S. aureus* strains.

Gene Symbol	Gene Name	LPS	*S. aureus* JE2	*S. aureus* SA003
IL1α	Interleukin 1 Alpha	1.463	N.M	N.M
IL1β	Interleukin 1 Beta	2.94	N.M	N.M
CCL2	C-C Motif Chemokine Ligand 2 (also called monocyte chemoattractant protein -1, MCP-1)	1.682	N.M	N.M
CX3CL1	C-X3-C Motif Chemokine Ligand 1	1.146	N.M	N.M
CXCL2	C-X-C Motif Chemokine Ligand 2	2.953	N.M	N.M
CXCL3	C-X-C Motif Chemokine Ligand 3	1.194	N.M	N.M
CXCL5	C-X-C Motif Chemokine Ligand 5	2.007	N.M	N.M
CXCL8	C-X-C Motif Chemokine Ligand 8 (also called Interleukin 8, IL8)	3.013	N.M	N.M
CXCL9	C-X-C Motif Chemokine Ligand 9	4.379	N.M	N.M
C6	Complement component 6	1.313	N.M	N.M
CRP	C-Reactive Protein	N.M	3.012	N.M
M-SAA3.2	Mammary Serum Amyloid A3.2	3.413	N.M	N.M
SAA3	Serum Amyloid A3	3.869	N.M	N.M
PPIA	Peptidylprolyl Isomerase A (also called Cyclophilin A, CyPA)	N.M	N.M	N.M

Values shown as the log_2_ fold-change of corresponding genes, N.M., Not modified (<−1.5 to > 1.5).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-0817/9/3/200/s1. There are four additional files provided within a zip folder. Table S1: List of DEGs after LPS stimulation to BME cells. Table S2: List of DEGs after *Staphylococcus aureus* JE2 stimulation to BME cells Table S3: List of DEGs after *Staphylococcus aureus*SA003 stimulation to BME cells. Table S4: The primer sequences used for qPCR study.

# Supplementary material for: Transcriptome Analysis of The Inflammatory Responses of Bovine Mammary Epithelial Cells: Exploring Immunomodulatory Target Genes for Bovine Mastitis
**Source:** Pathogens. 2020 Mar 9;9(3):200. doi: 10.3390/pathogens9030200
**Supplement:** Supplementary file 1

**Table S4**. Sequence of the primer sets used for expression study by RT-qPCR

| **Gene symbol** | **Sequence (3` to 5`) *** | **Amplicon size** | **Accession number** |
| --- | --- | --- | --- |
| ACTB | F: TGG ATT GGC GGC TCC AT  R: GCT GAT CCA CAT CTG CTG GAA | 57 | NM_173979.3 |
| IL1α | F: CAG TTG CCC ATC CAA AGT TGT T  R: TGC CAT GTG CAC CAA TTT TT | 59 | NM_174092.1 |
| IL1β | F: GAG CCT GTC ATC TTC GAA ACG  R: GCA CGG GTG CGT CAC A | 55 | NM_174093.1 |
| CCL2 | F: CAC CAG CAG CAA GTG TCC TAA A  R: CAC ATA ACT CCT TGC CCA GGA T | 65 | NM_174006.2 |
| CXCL2 | F: CTA GGC CAG CTC TAA CTG AC  R: TGG TGA TTC CTC TTT TCC CT | 107 | NM_174299.3 |
| CXCL3 | F: GAC AGT TCC TGA AAA GTG GT  R: ATA GTC CAG CAC ATC AAG TC | 104 | NM_001046513.2 |
| CXCL8 | F: TGC TCT CTT GGC AGC TTT CC  R: TCT TGA CAG AAC TGC AGC TTC AC | 61 | NM_173925.2 |
| TLR1 | F: CAT TCC TAG CAG CTA CCA CAA GCT  R: TGG GCC ATT CCA AAT AAG TTC T | 65 | NM_001046504.1 |
| TLR2 | F: GGG TGC TGT GTC ACC GTT TC  R: GCC ACG CCC ACA TCA TCT | 57 | NM_174197.2 |
| TLR3 | F: GGG CAC CTG GAG GTC CTT  R: TTC CTG GCC TGT GAG TTC TTG | 63 | NM_001008664.1 |
| TLR4 | F: AGC ACC TAT GAT GCC TTT GTC A  R: GTT CAT TCC GCA CCC AGT CT | 61 | NM_174198.6 |
| TLR5 | F: GTC CCC AAC ACC ACC AAG AG  R: GCG GTT GTG ACT GTC CTG ATA TAG | 62 | NM_001040501.1 |
| TLR6 | F: TTT ACC CTC AAC CAC GTG GAA  R: GGG CCA AAG GAA CTG AAA AAC | 66 | NM_001001159.1 |
| TLR7 | F: CAC CAA CCT TAC CCT CAC CAT T  R: GTC CAG CCG GTG AAA GGA | 67 | NM_001033761.1 |
| TLR8 | F: TGT GTT TAG AGG AAA GGG ATT GG  R: TCT GCA TGA GGT TGT CGA TGA | 60 | NM_001033937.1 |
| TLR9 | F: CAG TGG CCA GGG TAG TTT CTG  R: CCG GTT ATA GAA GTG ACG GTT GT | 73 | NM_183081.1 |
| TLR10 | F: TCT ACT GCA TCC CTA CCA GAT ATC C  R: GGG CCA TTC CAA GTA TGC TTT | 71 | NM_001076918.2 |

*F, Forward; R, Reverse

How the deposited data were processed for this re-analysis (not part of the article)

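BME cells were left unstimulated or stimulated for 12 h with LPS, *S. aureus* JE2 or *S. aureus* SA003, and RNA was measured on 4 one-color Agilent bovine arrays, 1 per condition. The authors deposited the Feature Extraction 12.0.3.1 output of each array and a table of processed values. As deposited by the authors, the signal intensities of the first had been corrected for background and for trends within the array by Feature Extraction, were on a linear scale and were not scaled between arrays. As deposited by the authors, each value of the second is a ratio on a linear scale, the processed signal divided by 1 constant per array, without centering of probes. Its column medians were 0.102 for control, 0.0993 for LPS, 0.0989 for *S. aureus* JE2 and 0.0972 for *S. aureus* SA003. Scale, centering and direction of this table were all determined from the values, so none of them stays unknown.

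From the processed signal, control spots and spots with an outlier mark were left out, log2 values were shifted by the 75th percentile of their array, and spots of 1 probe were averaged. A probe with several spots counted as well above background when at least a share of 0.5 of its spots were. Of 43653 probes, 30418 (69.7%) were well above background on all 4 arrays and 11270 (25.8%) on none. The median local background was 27 on the control, LPS and *S. aureus* SA003 arrays and 26.5 on the *S. aureus* JE2 array, and the lowest signal well above background lay between 9.46 and 11.9. The threshold was a fold change of 1.5, as in the methods of the paper. With 1 array per condition no test was run. The number of arrays limits the precision, and the replicate spots give technical error only.

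Positions are those of the files, on UMD 3.1. Gene names are those of the files. For 9718 probes the name is an accession, and 0 of these found a name in a RefSeq table of assembly ARS-UCD2.0. Of 194 gene names from the paper and from the fixed lists, 185 were found unchanged on the array and 5 through synonyms in that table, 97.9% in total. *BST2*, *GPR97*, *IFIT1* and *XCL2* were not found under these names, either on the array or among the synonyms. The genes named in the text are those of the paper's text, Table 2 and Table 3, for each stimulus the 5 largest increases and 5 largest decreases among probes well above background on both arrays, for each stimulus the 3 largest fold changes of Tables S1–S3, and genes of the fixed lists. The values in Tables 2, 3 and S1–S3 and in Figure 2C had been seen when this rule was written. Probes named outside it, those of *PGAM2* and *MAP3K8*, were chosen after their values were seen.

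The fixed lists were chemokines, NF-kB early targets, interferon-stimulated genes, housekeeping genes and Toll-like receptors, written from general knowledge. They were written before the array files were examined, but after Figure 2C and Tables S1–S3 had been seen. The median log2 fold change of a list was placed among 10000 random lists matched on mean signal in 20 bins. For overlaps between stimuli, 200 sets of arrays without any effect were simulated around 1 shared control, with 212 lower probes shared by all 3 on average beside the observed 203. Clustering used average linkage on the root mean square distance of log2 fold changes.

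Alternatives were a fold change of 2.0, no filter on dim probes, both arrays well above background, quantile normalization, the percentile over probes well above background on all arrays, a lowess curve of the log2 ratio on mean signal with a span of 0.3, the normexp background correction of limma with an offset of 50, dim signals raised to the lowest well-above-background signal, spots with outlier marks kept, the deposited table of processed values, subtraction of a local median over 21 by 21 spots, and genes in place of probes. The procedure was tested on simulated data, in which 200 of 31217 tested probes were changed: 200 were recovered and 0 others were called. It held bright probes, changes of at least 2-fold and the spread of replicate spots alone, so it tests the steps and not the rate of false calls. The simulated arrays without any effect, with the spread between real arrays, gave 472 higher and 474 lower probes for LPS on average.

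The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The RT-qPCR data have no deposited files and were left out, as was the GO enrichment, for which no annotation was held.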

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

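The tests of the rise of *PGAM2* were all chosen only after the result was seen.

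*PGAM2*, a gene the paper does not discuss, was higher after LPS at both of its probes, with a mean log2 fold change of 0.73. It drew attention as a signal outside the genes the paper reports on. The probe at 370974 to 371033 on chromosome 22 rose from a signal of 15.5 to 25.7, a log2 fold change of 0.81, and the probe at 372594 to 372653 from 16.8 to 24.7, a log2 fold change of 0.64. After *S. aureus* JE2 the probes gave 0.20 and 0.04, and after *S. aureus* SA003 0.25 and 0.24. Of 1000 probes of like signal, 37 and 62 lay as far apart between the 2 *S. aureus* arrays. The tables argue against the scaling of the arrays as the cause, since the lowest value of either probe under the 3 other scalings was 0.64. With the normexp background correction the lowest value was 0.15, but its offset is larger than these signals and draws them together by construction, so the choice of background correction stays open. The signal of single spots stays open too: the lower of the 2 probes gave 0.64, but the gene was picked because both probes passed the threshold. So does the spread between any 2 arrays. Between the 2 *S. aureus* arrays 7 genes outside the interferon list and the paper's text had every measured probe at least 1.5-fold apart, all higher after *S. aureus* JE2. Several of these may be responses to the strains themselves, so the number sets no background level. A response to LPS cannot be told apart from what stays open with 1 array per condition, and remains untested.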

How the results depend on the processing

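Leaving out the 2 areas of the array, the named probes, the bounds and the raised dim signals in the gene lists were tests chosen only after the data were seen. No paired analysis was possible because each condition has 1 array. Every alternative was run for the results it had been set for, which is fewer for pairs of stimuli, distances, bounds and gene lists than for counts. Among the Table 3 genes and named probes, 0 values past a fold change of 1.5 changed their direction. The direction of a bound is set by which array was well above background, so the bounds do not test it.

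The counts of probes higher and lower than on the control array stayed within 1.5 times their value in 45 of 78 cases. They did so with quantile normalization, the percentile over probes well above background on all arrays, the lowess curve, outlier-marked spots kept, the deposited table and the local median subtracted. At a fold change of at least 2.0, 167 probes were higher and 182 lower after LPS, 194 and 178 after *S. aureus* JE2 and 184 and 265 after *S. aureus* SA003, fewer because the threshold is stricter. Without the filter on dim probes more probes were tested, and the counts were 1463 and 1390 after LPS, 1566 and 1749 after *S. aureus* JE2 and 1414 and 1841 after *S. aureus* SA003. With both arrays well above background fewer probes were tested, and the counts were 124 and 141, 94 and 219, and 82 and 327 in the same order. With the normexp background they were 80 and 52, 33 and 41, and 67 and 124, and the cause was not tested. Raising dim signals left 287 lower probes after LPS and 239 higher probes after *S. aureus* JE2, as it shortens the fold changes of dim probes by construction. Counting genes in place of probes gave 287 higher genes after *S. aureus* JE2. With the 2 areas left out the counts were 110 and 172, 206 and 166, and 104 and 328, from fewer probes.

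The numbers shared by all 3 stimuli stayed within 1.5 times in 14 of 24 cases. Higher and lower probes shared were 5 and 104 at 2.0-fold, 326 and 612 without the filter, 11 and 49 with both arrays well above background, and 0 and 26 with normexp. Raising dim signals left 17 shared higher probes, and counting genes 19. For pairs, 12 of 24 stayed. With both arrays well above background LPS and *S. aureus* JE2 shared 18 higher and 62 lower probes, LPS and *S. aureus* SA003 21 and 95, and the 2 strains 15 and 95. With normexp these were 0 and 28, 4 and 48, and 0 and 34. For normexp the cause was not tested.

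Between 2 stimulated arrays, 252 probes were 1.5-fold apart for LPS and *S. aureus* JE2, 319 for LPS and *S. aureus* SA003 and 312 for the strains with both arrays well above background. With normexp they were 111, 163 and 134, and the cause was not tested. The distances over all measured probes lay between 0.145 and 0.169 with both arrays well above background, quantile normalization and the deposited table. With normexp they fell to 0.0893 for LPS and *S. aureus* JE2, 0.106 for LPS and *S. aureus* SA003 and 0.0890 for the strains, so that the strains were then the nearest pair. Those of the fold changes were 0.692 for LPS and *S. aureus* JE2, 0.784 for LPS and *S. aureus* SA003 and 0.775 for the strains with both arrays well above background, and 0.612, 0.726 and 0.634 with normexp, for which the cause was not tested. LPS and *S. aureus* JE2 merged first under all of the 4 alternatives. By 1 minus Pearson correlation over the same 1799 probes the order was another, 0.516 for LPS and *S. aureus* JE2, 0.508 for LPS and *S. aureus* SA003 and 0.510 for the strains. By that measure the strains were the nearest pair with quantile normalization and with normexp. With both arrays well above background they were the farthest, at 0.587. Simulated unchanged arrays against 1 control gave 0.412 to 0.543, 1 range for all settings. The values over the 1799 probes lie within it, so their order cannot be told apart from the effect of a shared control.

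For the Table 3 genes 206 of 216 values moved by less than the SD of replicate spots, and the 10 others were all under normexp. The named probes did so in 210 of 240 cases and the bounds in 64 of 80, again with normexp as the exception. Raising dim signals cannot move a probe well above background on both arrays. The 27 values of Table 3 genes and 30 of named probes under that alternative were therefore fixed in advance. The list medians did so in 72 of 75 cases, but for medians this close to 0 the SD of single spots is a wide measure. With normexp the medians of the chemokines became smaller in size, at 0.07 after LPS and -0.02 after *S. aureus* SA003. So did that of the NF-kB targets after *S. aureus* SA003, at -0.06. The exceptions were the interferon-stimulated genes with normexp, at -0.30 after LPS, -0.22 after *S. aureus* JE2 and -0.62 after *S. aureus* SA003. The cause was not tested. Signal over background limits the fold changes: for most higher probes the control spot was not well above background, so only a lower bound is known.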

Differences from the paper's values

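The comparison of Table 3 with single probes and the correlation of fold changes were chosen only after the values were seen, and the other tests were set before the data were examined.

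The paper counts transcripts with a t-test and a fold change, and the counts here are of probes past the fold change alone. The paper's sum over the 3 stimuli is 1432, against 2624 here. Of the 12 alternatives set before the data were examined, 4 give a sum within 1.5 times the paper's: at least 2.0-fold, both arrays well above background, dim signals raised and genes in place of probes. The other 8 do not. For LPS the paper's total is 447, against 769, and 3 alternatives come within (2.0-fold, dim signals raised, genes) while 9 do not. The paper's 222 higher after LPS stand against 338, with 5 within (2.0-fold, percentile over probes well above background on all arrays, dim signals raised, the deposited table, genes) and 7 not. The paper's 207 lower stand against 431, with 4 within (2.0-fold, both arrays well above background, dim signals raised, genes) and 8 not. The paper's 222 and 207 do not add up to its 447. For *S. aureus* JE2 the paper's total of 465 stands against 886, with 4 within (2.0-fold, both arrays, dim signals raised, genes) and 8 not. The paper's 227 higher stand against 437, with 3 within (2.0-fold, dim signals raised, genes) and 9 not. The paper's 238 lower stand against 449, with 3 within (2.0-fold, both arrays, genes) and 9 not. For *S. aureus* SA003 the paper's total of 520 stands against 969, with 4 within (2.0-fold, both arrays, dim signals raised, genes) and 8 not. The paper's 294 lower stand against 638, with 3 within (2.0-fold, both arrays, genes) and 9 not.

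For all 3 stimuli the paper's total of 139 stands against 233 and the paper's 103 lower against 203, each with 3 alternatives within (2.0-fold, dim signals raised, genes) and 9 not. For LPS and *S. aureus* JE2 the paper's 189 stand against 305 and the paper's 129 lower against 245, with none of the 4 alternatives run within. For LPS and *S. aureus* SA003 the paper's 100 stand against 355, with 1 within (both arrays) and 3 not. For the 2 strains the paper's 202 stand against 374, with none of 4 within, and the paper's 134 lower against 293, with 1 within (both arrays) and 3 not. By the numbers printed in Figure 2A,B, however, the 202 with 134 lower are the total of LPS and *S. aureus* SA003, and those of the 2 strains add up to more. Set against 202, the 355 for LPS and *S. aureus* SA003 have none of 4 alternatives within, with 116 for both arrays. Against the figure's totals of the 2 strains, overall and lower, none of the 4 comes within either.

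In Table 3 the paper's log2 fold change after LPS is 2.94 for *IL1B*, against 0.34 here, 1.682 for *CCL2*, against 1.80, 3.013 for *CXCL8*, against 2.77, and 3.869 for *SAA3*, against -0.22. A log2 fold change counts as within when it has the same sign and lies no more than 0.10, the SD of a log2 ratio from replicate spots, from the paper's. By this, none of the 8 alternatives set before the data were examined comes within for any of these 4 genes, though for *CCL2* and *CXCL8* sign and size are close. Taking for each gene a single probe, whether or not it was well above background, gives all 13 values of Table 3 within 0.01. This setting was chosen after seeing the values and drops 0 of the paper's genes. The probe was measured on both arrays for 6 of the values and not for 7. It gives 2.94 for *IL1B*, 1.68 for *CCL2*, 3.01 for *CXCL8* and 3.87 for *SAA3*. The -0.22 for *SAA3* is that of a single probe, of a sequence tag assigned to the gene. Probes of its RefSeq transcript that rose after LPS from a dim control spot are left out of that value by the rule of both arrays. For *IL1B* the paper also reports a rise after LPS by RT-qPCR, which was not used here.

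The paper lists *C6* and *CX3CL1* as higher after LPS, while no probe of either was well above background on any array here. The paper separates LPS from the 2 *S. aureus* strains by clustering, while here LPS and *S. aureus* JE2 merged first, at 1.22, and *S. aureus* SA003 joined at 1.25. By 1 minus Pearson correlation of the fold changes the 2 strains lie nearest under 2 alternatives, as in the paper's clustering. With quantile normalization they lie nearer than LPS and *S. aureus* JE2, at 0.511, and LPS and *S. aureus* SA003, at 0.518. With normexp they are 0.441 apart, against 0.489 and 0.455. The other 2 alternatives run do not put the strains nearest. With both arrays well above background the strains are the farthest pair, at 0.587, against 0.474 and 0.491. All fold changes share 1 control array, and simulated unchanged arrays gave 0.412 to 0.543, 1 range for all settings. The quantile and normexp values lie within it, so their orders cannot be told apart from the effect of that array. The 0.587 lies above it, but without a range for that setting no conclusion is drawn. Over all measured probes the strains lie nearest with normexp alone, at 0.0890 against 0.0893 and 0.106.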

Other observations

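The tests chosen only after the result was seen are the even spread over the array, a change of expression as the source of the crowding, probes bright on 1 array alone, the spread between any 2 arrays, single spots and a high control culture for the interferon-stimulated genes, and the percentile statistic for debris.

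Probes that were higher after a stimulus crowded into 2 areas of the array. The areas were set from the increases in Tables S1–S3, so the share of higher probes there, 52.9% or more, follows in part from that choice. The lower probes, which were not used for it, argue against an even spread of the called probes: the lowest share among the 3 stimuli was 48.6%, against 31.8% of the tested probes. Probes matched on signal lay there in at most 28.7%, which argues against the placing of dim probes by the array design. The median log2 ratio of probes dim on both arrays differed between inside and outside by at most 0.0159, which argues against a shift of all dim signals there but leaves single bright spots open. The brightest neighbor of a called spot stood at a median percentile of at most 54 among spots of like signal, which argues against spill from nearby spots. Probes apart between 2 stimulated arrays or higher on the control array crowded there too, with a lowest share of 46.2%. Both sets hold any probes changed by a stimulus, so a change of expression stays open as a source of the crowding. Debris on single spots stays open: the ratio of mean to median pixel signal of called spots stood at a median percentile of up to 72, and a spot with more signal may show this without debris. The data may hold a local technical signal in these areas, and its nature was not determined.

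Of the probes at least 2.0-fold higher from a dim control spot, 461 in total, 119 belonged to a gene with another probe measured on both arrays. Over the 117 pairs of gene and stimulus, the means of the other probes had a median log2 ratio of -0.0503, and in 0 pairs was this mean 1.5-fold higher. A single other probe could be, as that of *IL1B* at 0.60 after LPS. The lowest pair mean was -1.61. For the genes covered, these means go with signal of single probes rather than of the transcript, though other probes of a gene may detect other transcripts. Only other probes measured on both arrays count, so genes that rise from a dim control spot at every probe drop out. For *SAA3* after LPS the 1 measured probe counts, while 3 probes passed the threshold. As an example outside the naming rule, 1 probe of *MAP3K8* was at least 6.00-fold higher and another at least 2.70-fold lower after LPS.

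Of the 203 probes lower after all 3 stimuli, probes bright on 1 array alone may account for most, since a stimulated array as reference gave up to 186. Simulated unchanged arrays gave 212 on average, but they do not decide on a shared control array, since their spread includes any true difference between the stimulated arrays. In the same sets the 338 higher after LPS, the 331 higher after *S. aureus* SA003 and the 30 higher after all 3 lay below every set, at least 402, 425 and 38. The 638 lower after *S. aureus* SA003 lay above every set, at most 521. Between 2 stimulated arrays at least 769 probes were 1.5-fold apart, as many as between LPS and control, so a spread between any 2 arrays of the slide may account for counts of this size.

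The list of 39 interferon-stimulated genes, of which 37 were tested, was lower after every stimulus, with median log2 fold changes of -0.49 after LPS, -0.34 after *S. aureus* JE2 and -0.97 after *S. aureus* SA003, each at percentile 0 of the random lists. With dim signals raised they were -0.45, -0.34 and -0.97. After *S. aureus* SA003, 27 of the genes were at least 1.5-fold lower. For that stimulus the tables argue against scaling, with a median of -0.62 at the least, against single spots, with 100% of the probes outside the areas lower, and against a control culture high in these genes as the whole cause, with a median of -0.48 against the nearer of the other stimulated arrays. A lower interferon response after *S. aureus* SA003 is therefore a biological hypothesis, found and tested on the same arrays, and a single *S. aureus* SA003 sample that differed for another reason may give the same values. For LPS and *S. aureus* JE2, scaling (-0.22 at the least) and single spots (97.9% of the probes lower at the least) are argued against. A high control culture cannot be told apart from an effect of these stimuli, since there is 1 control array, and the LPS and *S. aureus* JE2 arrays differed by a median of -0.11.

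The 18 housekeeping genes had medians of 0.01 after LPS (percentile 51.3; -0.01 with quantile normalization), -0.05 after *S. aureus* JE2 (percentile 0.84) and -0.01 after *S. aureus* SA003 (percentile 29.2; 0.01 with normexp). Of the 10 Toll-like receptor genes, 6 had a probe well above background on the control array, and *TLR1*, *TLR7*, *TLR8* and *TLR10* had none on any array. By RT-qPCR the paper reports all 10 as expressed in these cells, with *TLR1* among the strongly expressed ones. *TLR1* has only 1 probe on the array, so the array does not rule out its expression. The 6 tested genes had medians of 0.08 after LPS (percentile 94.4), -0.07 after *S. aureus* JE2 (percentile 28.3; 0.01 with normexp) and -0.10 after *S. aureus* SA003 (percentile 21.5). With dim signals raised the housekeeping medians did not change, and those of the receptors were 0.08, -0.10 and -0.11. The number of probes at least 2.0-fold higher was 167 for LPS, 194 for *S. aureus* JE2 and 184 for *S. aureus* SA003, beside 166, 193 and 184 entries held of Tables S1–S3, whose titles give at least 2-fold.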
